# Male-Dominant Activation of Rat Renal Organic Anion Transporter 1 (Oat1) and 3 (Oat3) Expression by Transcription Factor BCL6

**DOI:** 10.1371/journal.pone.0035556

**Published:** 2012-04-18

**Authors:** Waja Wegner, Birgitta Christina Burckhardt, Gerhard Burckhardt, Maja Henjakovic

## Abstract

**Background:**

Organic anion transporters 1 (Oat1) and 3 (Oat3) mediate the transport of organic anions, including frequently prescribed drugs, across cell membranes in kidney proximal tubule cells. In rats, these transporters are known to be male-dominant and testosterone-dependently expressed. The molecular mechanisms that are involved in the sex-dependent expression are unknown. Our aim was to identify genes that show a sex-dependent expression and could be involved in male-dominant regulation of Oat1 and Oat3.

**Methodology/Principal Findings:**

Promoter activities of Oat1 and Oat3 were analyzed using luciferase assays. Expression profiling was done using a SurePrint G3 rat GE 8×60K microarray. RNA was isolated from renal cortical slices of four adult rats per sex. To filter the achieved microarray data for genes expressed in proximal tubule cells, transcription database alignment was carried out. We demonstrate that predicted androgen response elements in the promoters of Oat1 and Oat3 are not functional when the promoters were expressed in OK cells. Using microarray analyses we analyzed 17,406 different genes. Out of these genes, 56 exhibit a sex-dependent expression in rat proximal tubule cells. As genes potentially involved in the regulation of Oat1 and Oat3 expression, we identified, amongst others, the male-dominant hydroxysteroid (17-beta) dehydrogenase 1 (Hsd17b1), B-cell CLL/lymphoma 6 (BCL6), and polymerase (RNA) III (DNA directed) polypeptide G (Polr3g). Moreover, our results revealed that the transcription factor BCL6 activates promoter constructs of Oat1 and Oat3.

**Conclusion:**

The results indicate that the male-dominant expression of both transporters, Oat1 and Oat3, is possibly not directly regulated by the classical androgen receptor mediated transcriptional pathway but appears to be regulated by the transcription factor BCL6.

## Introduction

There are several known differences in the mode of drug action between men and women, however the effect of sex-dependent dosages is just beginning to be explored [1]. The reasons for different drug actions are not entirely clear. Sex differences are found in the absorption, distribution, metabolism and elimination of drugs [1]–[3]. The liver and kidneys are responsible for drug elimination. Hepatocytes in the liver and proximal tubule cells in the kidneys express several transport proteins such as members of the ATP-binding cassette (ABC) transporters, e.g. multidrug resistance proteins (MRPs), or members of the solute carrier (SLC) family 22A, e.g. organic anion transporters (OATs) and organic cation transporters (OCTs), that are involved in the excretion of endogenous and exogenous substrates [4]–[6]. Sex differences in the transport of substrates have been shown and could contribute to interindividual variations in drug efficacy [7]. In 2010, “The International Transporter Consortium” published a recommendation as to which of the transport proteins clinically important in drug absorption and elimination have to be analyzed in drug development [8]. Amongst others, the human organic anion transporter 1 (OAT1) and 3 (OAT3) were mentioned as clinically relevant transporters in the kidneys [8]. Immunohistochemical experiments revealed that OAT1 and OAT3 are expressed at the basolateral membrane of proximal tubule kidney cells in humans [9], [10] and rats [11], [12]. OAT1 and OAT3 are responsible for the uptake of their substrates from the blood into the cells and interact with several drugs, e.g. analgesics, antibiotics, and antivirals [5], [13]–[15]. For example, the often consumed analgesic ibuprofen is transported by human OAT1 as well as by OAT3 [16] and causes more adverse drug reactions (ADRs) in women than in men [17]. For a multitude of different drugs, e.g. analgesics, ACE-inhibitors, and antihistamines, women have a 1.6-fold higher risk of getting an ADR compared to men [18]. This phenomenon could be partially due to sex-dependent differences in the expression of transporters like OAT1 and OAT3. A lower expression of OAT1 or OAT3 may decrease drug excretion. Rats that are often used in preclinical trials exhibit sex-dependent differences in Oat1 and Oat3, with a higher expression in males compared to females [19]. In rats, expression of Oat1 and Oat3 is increased by testosterone and decreased by estradiol [19]. The molecular mechanisms of sex-dependent expression of Oat1 and Oat3 are still unclear.

The purpose of this study was to identify genes that demonstrate a sex-dependent expression in rat proximal tubule cells and could be related to male-dominant expression of Oat1 and Oat3. We identified as a promising candidate gene BCL6 that shows a male-dominant expression, and might be involved in the regulation of Oat1 and Oat3.

## Materials and Methods

### Cloning of the 5′-regulatory regions (promoter) of Oat1- and Oat3-genes into pGL3-Enhancer

The transcriptional start site of Oat1 and Oat3 was identified by the alignment of genomic and mRNA sequences from each gene (GenBank accession numbers: Oat1 genomic, NW_047563.2; mRNA, NM_017224.2; Oat3 genomic, NW_047563.2; mRNA, NM_031332.1). Based on rat genomic sequence, promoter fragments of varying lengths were amplified by polymerase chain reaction (PCR) using rat genomic DNA (BioCat, Germany) as templates. Primers shown in Table 1 were designed according to sequences in the 5′-regulatory region. Primer numbering indicated their position relative to the transcriptional start site (designated as +1). Amplified PCR products were digested with their corresponding restriction enzymes (New England BioLabs GmbH, Germany) and ligated into the pGL3-Enhancer vector (Promega, Germany) (Table 1). The full length promoter construct of Oat1 is referred to as −2252/+113, the next shorter one as −1666/+113, and the shortest one as −1226/+113. The promoter constructs for Oat3 are designated as −2567/+12 for the full length one, −752/+12 for the next shorter one, and −444/+12 for the shortest promoter construct.

**Table 1:** Cloning of different promoter constructs of Oat1 and Oat3.

Position	Sequence	Enzyme	Backbone vector
**Oat1 (−1226/+113)**			
−1226 to −1207	5′-*gg* **GCTAGC**AGTGAGATGACAGGCAAAGG-3′	NheI/XhoI	pGL3-Enhancer
+94 to +113	5′-*gg* **CTCGAG**ATGGTGACCTGGATCAACTG-3′		
**Oat1 (−1666/+113)**			
−1666 to −1647	5′-*gg* **GCTAGC**CAGAGTGAGTTCCAGGACAG-3′	NheI/NdeI	Oat1 (−1226/+113)
−1131 to −1111	5′-*gggggg*GCATGGAGGTCTGAGGATAAC-3′		
**Oat1 (−2252/+113)**			
−2252 to −2232	5′-*gg* **GCTAGC**CTGCCCAAGATGATTTTGAAC-3′	NheI/BbvCI	Oat1 (−1666/+113)
−1545 to −1526	5′-*gcgcg*ATTGGAGCTGAGGACTGAAC-3′		
**Oat3 (−444/+12)**			
−444 to −425	5′-*gg* **GAGCTC**CCCTAACATTCTCCACGAAC-3′	SacI/XhoI	pGL3-Enhancer
−7 to +12	5′-*gg* **CTCGAG**AGGACAGCTCAGCTCTAAC-3′		
**Oat3 (−752/+12)**			
−752 to −732	5′-*gg* **GAGCTC**GGAGAACAGACAACCACATAC-3′	SacI/XhoI	pGL3-Enhancer
−7 to +12	5′-*gg* **CTCGAG**AGGACAGCTCAGCTCTAAC-3′		
**Oat3 (−2567/+12)**			
−1823 to −1802	5′-*ggg* **GAGCTC**GGCCAACTAGGAACTAGAAAAG-3′	SacI/AvrII	Oat3 (−752/+12)
−685 to −665	5′-*gcggcggg*CAAGCCAACACAAACTGAATC-3′		
−2631 to −2613	5′-TGAGATGAGGACAACGGAC-3′	SacI/PstI	Oat3 (−1823/+12)
−1702 to −1681	5′-TTAAATTATACTCCAAGGCCGC-3′		

Oat: organic anion transporter; bold nucleotides: artificial restriction sites (not included in numbering); small italic nucleotides: adjustment of primer melting temperature (not included in numbering).

### *In silico* analyses of putative transcription factor binding sites

For determination of predicted transcription factor binding sites, based on genomic sequence, 3 kilobase (kb) upstream of the transcription start site of Oat1 (NW_047563.2) and Oat3 (NW_047563.2) were investigated. The analyses were performed using MatInspector (http://www.genomatix.de/).

### Cell culture, transfection, and luciferase assay

Opossum kidney (OK) cells were purchased from LGC Standards (Germany; European distributor for “ATCC cultures and bioproducts”; ATCC® number: CRL-1840™). OK cells were cultured in Quantum 286 medium (complete medium for epithelial cells with L-glutamine, PAA Laboratories GmbH, Austria) with 100 units/ml penicillin and 100 µg/ml streptomycin (PAA Laboratories GmbH, Austria) at 37°C in a 5% CO_2_-95% air humidified incubator. Cells (0.75×10^5^ cells/well) were seeded into 24-well culture plates in their appropriate culture medium without antibiotics, incubated up to 24 h and then transiently transfected using Lipofectamine™ 2000 (Invitrogen, Germany) according to the manufacturer's recommendations. OK cells were transfected at a confluence of approximately 70% with 0.5 µg promoter construct (Oat1, Oat3) or pGL3-Enhancer (Promega, Germany), 0.5 µg rPb-Luc, the minimal promoter of rat probasin cloned in pGL3-Basic (kind gift from Silke Kaulfuss, Institute of Human Genetics, University of Göttingen, and described in [20]) or pGL3-Basic (Promega, Germany), 0.5 µg of the B-cell CLL/lymphoma 6 (BCL6) expression vector pcDNA3-BCL6 (kind gift from Giovanna Roncador, Monoclonal Antibodies Unit Centro Nacional de Investigaciones Oncológicas, Spain, and described in [21]) or 0.5 µg empty vector pcDNA3, 0.1 µg of the rat androgen receptor (rAR) expression vector pSG5-rAR (kind gift from Olli A. Jänne, Institute of Biomedicine, University of Helsinki, Finland, and described in [22]) or 0.1 µg empty vector pSG5 and 25 ng pRL-TK (*Renilla reniformis* vector, Promega, Germany) as indicated in the figures. Five hours after transfection of OK cells, medium was changed to complete medium with antibiotics in case of BCL6-transfection. For rAR-transfection medium was supplemented with 100 nM testosterone (Fluka, Germany) dissolved in dimethyl sulfoxide (DMSO) (AppliChem, Germany), or control 0.0003% DMSO, in the absence of antibiotics. Incubations were stopped after 43 h and firefly and *Renilla* luciferase activity were determined using the Dual-Luciferase® Reporter Assay System (Promega, Germany). The luminescences were measured using Mithras LB940 luminometer (Berthold, Germany). Firefly luciferase activity was normalized to *Renilla* luciferase activity. Data are presented as the fold increase over pGL3-Basic or pGL3-Enhancer activity.

### Immunofluorescence analysis of BCL6- and rAR-expression

OK cells were seeded (0.75×10^5^ cells/well) on poly-D-lysine (Sigma Aldrich, Germany) coated cover slips into 24-well culture plates. Cells were transiently transfected with either 0.1 µg pSG5-rAR or control pSG5 for rAR-expression or with 0.5 µg pcDNA3-BCL6 or control pcDNA3 for BCL6-expression as described above. 43 h after transfection cells were fixed in 3.7% paraformaldehyde (Merck, Germany) in phosphate buffered saline (PBS) (Applichem, Germany) for 8 min at room temperature (RT), and subsequently permeabilized for 5 min at RT in a buffer consisting of 50 mM Na_2_HPO_4_/NaH_2_PO_4_, pH 7.4; 0.5 mM NaCl, 0.3% Triton X-100 (Carl Roth, Germany). For staining, antibodies were diluted in PBS containing 0.1% bovine serum albumin (BSA) (Carl Roth, Germany). Cells were first incubated for 2 h at RT with 0.5 µg/ml rabbit anti-rat AR polyclonal antibody (Santa Cruz, USA) or 0.5 µg/ml mouse anti-human BCL6 monoclonal antibody (Santa Cruz, USA), blocked with 1% BSA for 15 min at RT, incubated for 1 h at RT with 8 µg/ml Alexa Fluor® 488 labeled goat anti-rabbit IgG (H+L) (Invitrogen, Germany) or 8 µg/ml Alexa Fluor® 488 labeled goat anti-mouse IgG (H+L) (Invitrogen, Germany), and finally incubated for 5 min at RT with 300 nM 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI) (Invitrogen, Germany). Cells were washed with PBS and investigated by fluorescence microscopy. For evaluation of transfection efficiency, cells were investigated under a 20× magnification and five pictures across one cover slip were made. Using Image J (version 1.44, National Institutes of Health, USA), DAPI (blue) stained cells were counted and set as 100%. BCL6- and rAR-positive cells, stained in green, were further counted and their ratio to DAPI stained cells was calculated. The mean of all five pictures was estimated and is referred as transfection efficiency in %.

### Ethic statement

N/A

### Animals

RCCHan™∶WIST rats were obtained from Harlan Laboratories (Venray, Netherlands). Animals were kept in the animal facility of the University Medical Center Göttingen under conventional housing conditions (22°C, 55% humidity, and 12 h day/night cycle) given free access to water and rat chow. Acclimatization period was at least 14 days. Four male and four female rats were anesthetized with CO_2_ and euthanized by cervical dislocation. The kidneys were extracted post mortem in accordance with the guidelines of the “German Animal Welfare Act” (German: Tierschutzgesetz; §4 Abs. 3). We did not need formal approval, because the study did not involve any treatments or harmful procedures. The experiments were notified by animal welfare office of University Medical Center Göttingen, Germany.

### Tissue preparation and RNA isolation

The kidneys were extracted directly post mortem, washed in cold PBS and cooled on ice. After removal of the kidneys capsules, cortical slices were prepared and stored overnight in RNA*later*® (Applied Biosystems, Germany) at 4°C. Total RNA was isolated from kidney cortical slices using RNeasy® Mini Kit (Qiagen, Germany) according to the manufacturer's recommendations.

Quality and quantity of extracted RNA were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, USA) and NanoDrop® ND-1000 Spectrophotometer (Thermo Scientific NanoDrop Technologies, USA) following the manufacturer's protocol. RNAs with a RNA integrity number (RIN) >9 were used for further experiments.

### Microarray procedure and data analyses

For microarray experiments, total RNA from four male and four female rat cortical kidney slices, each slice as a separate sample, were analyzed. Microarray preparation was performed as described previously by Opitz *et al.* [23] with the following exceptions: 200 ng of total RNA as starting material, the “Low Input Quick Amp Labeling Kit, one-color” (Agilent Technologies, USA), the SurePrint G3 Rat GE 8×60K Kit (Agilent Technologies, USA), and Agilent DNA microarray scanner (G2505C) at 3 micron resolution were used.

Data analyses were also performed as described previously [23] with the exception that Agilent's Feature (FE) software version 10.7.3.1 was used. All microarray data were generated conforming to the Minimum Information About a Microarray Experiment (MIAME) guidelines and have been submitted to the Gene Expression Omnibus (GEO) database at http://www.ncbi.nlm.nih.gov/geo/ (accession number: GSE34565). For evaluation of sex-different expression profiles four adjustments were made: 1) *p*-value<0.05, 2) log2 fold-change (FC)≥1 (higher expressed in male rats) and log2 fold-change (FC)≤−1 (higher expressed in female rats), 3) false discovery rate (FDR) <5%, and 4) duplicated genes were removed and the ones with the lower log2 fold-change were kept. To identify genes that are expressed in the rat proximal tubules candidate genes were aligned with the “Rat Proximal Tubule Transcriptome Database” (http://dir.nhlbi.nih.gov/papers/lkem/pttr/). Volcano plot for sex-dependent gene expression was performed by using plot function in “R” (http://cran.r-project.org/).

### TaqMan® real-time polymerase chain reaction

For gene expression analysis, RNA of the four male and four female rat cortical kidney slices were reverse transcribed using oligo dT-primer (Eurofins MWG Operon, Germany) and Superscript™ II Reverse Transcriptase (Invitrogen, Germany). The detection of genes of interest was realized by TaqMan® Gene Expression Assays (Applied Biosystems, USA). As endogenous control, mRNA expression of housekeeping gene beta-actin (β-actin) or hypoxanthine phosphoribosyltransferase 1 (Hprt1) was monitored. Following TaqMan® Gene Expression Assays were used: β-actin, Rn00667869_m1; Hprt1, Rn01527840_m1; hepatocyte nuclear factor 1α (Hnf1α), Rn00562020_m1; hepatocyte nuclear factor 1β (Hnf1β), Rn00447453_m1; hepatocyte nuclear factor 4α (Hnf4α), Rn00573309_m1; androgen receptor (rAR), Rn00560747_m1; Oat1, Rn00568143_m1; Oat3, Rn00580082_m1; polymerase (RNA) III (DNA directed) polypeptide G (Polr3g), Rn01494192_m1; hydroxysteroid (17-beta) dehydrogenase 1 (Hsd17b1), Rn00563388_g1; B-cell CLL/lymphoma 6 (BCL6), Rn01404339_m1. TaqMan® real-time PCR analysis was performed in a Mx3000P™ real-time PCR cycler (Agilent Technologies, USA) with the following parameters: 2 min heating step at 50°C, 10 min hot start at 95°C, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. The amplification efficiency of all used TaqMan® Gene Expression Assays was 100% (+/−10%), indicating that during PCR amplification the starting material was amplified by a factor of two during every cycle. Relative expression levels were analyzed using the 2^−ΔΔCt^ method [24], where ΔΔCt is the difference between the selected ΔCt value of a sample and the ΔCt of a control sample. Evaluation of 2^−ΔΔCt^ for the samples indicates the fold change in expression relative to the control.

### Data analyses not related to microarray experiments

Data in the figures are presented as mean ± S.E.M. of either three or four different experiments. Statistical analysis was performed using the two-sided unpaired *t*-test (GraphPad Prism 4, version 4.03). Differences were designated as indicated in the figures.

## Results

### Effect of testosterone on Oat1- and Oat3-promoter constructs in OK cells

*In silico* analysis of 3 kb upstream of the transcription start site of Oat1 and Oat3 promoters were investigated using MatInspector. In both promoters two putative androgen response elements (AREs) were postulated (Table 2), however none of which showed a perfectly conserved binding site (consensus sequence: GGTACAnnnTGTTCT) [25], [26]. The role of testosterone in the regulation of Oat1 and Oat3 promoter activity were investigated using luciferase assays as described in material and methods (Figure 1). Cellular localization of transfected rAR revealed an expression with an exclusive nuclear localization (Figure 1A). Transfection efficiency of rAR was 39.1%. The functional activity of rAR was confirmed by rat probasin promoter (rPb-Luc), used as positive control. rPb-Luc was significantly activated by 100 nM testosterone (Figure 1B). In the absence of rAR, rat probasin promoter was not enhanced by testosterone, demonstrating that OK cells do not express endogenous rAR (Figure 1B). The activation of rPb-Luc is regulated via two functional ARE (Table 2) [27]. No significant induction by 100 nM testosterone of Oat1- and as well as Oat3-promoter activities were observed (Figure 1C). The comparison of Oat1- and Oat3-promoter activity revealed a stronger basal promoter activity of Oat3 as compared to Oat1 (Figure 1C).

**Figure 1:**
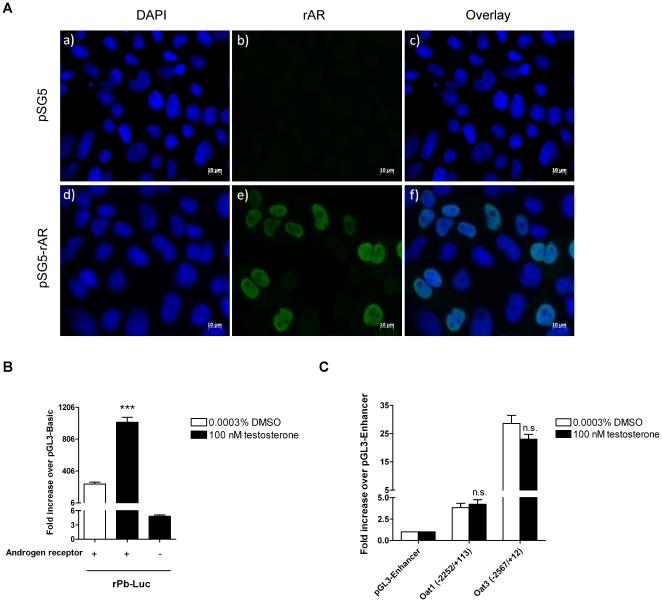
Effect of testosterone on probasin, Oat1- and Oat3-promoter activity. OK cells were either transfected with pSG5 or pSG5-rAR, and rAR expression and cellular localization were analyzed using immunofluorescence staining (green color rAR, blue color DAPI staining; excitation wavelength 488 nm and 365 nm) (1A). Promoter constructs of rat probasin, Oat1 and Oat3, and the expression vector for rAR were transiently transfected into OK cells (1B and 1C). Cells were cultured 43 h with either 100 nM testosterone (black bars) or with 0.0003% DMSO as control (white bars) (1B and 1C). Luciferase activity was measured and firefly luciferase was normalized to *Renilla* luciferase. Data are reported as the fold increase presented as mean ± S.E.M.; n = 4; n.s.: not significant; ***: p<0.001, significantly different from control (0.0003% DMSO).

**Table 2:** *In silico* analyses of Oat1 and Oat3 promoter.

Promoter (3 kb)	Binding site	Sequence	Position
**Oat1**	ARE	5′-gcaggactcagtgttttgt-3′	−2006 to −1988
	ARE	3′-gtagccctggctgtcctgg-5′	−1655 to −1637
	BCL6	5′-tctttcctggtaagaga-3′	−2352 to −2336
	BCL6	5′-gagttccaggacagcca-3′	−1660 to −1644
	BCL6	5′-taatttttagaaataaa-3′	−1295 to −1279
	BCL6	5′-ctgttcctacaagttat-3′	−1143 to −1127
	BCL6	5′-tatttcccagagcccag-3	−492 to −476
**Oat3**	ARE	5′-ggctgcctacctgttctgt-3′	−2863 to −2845
	ARE	5′-gttgggctctgtgtactct-3′	−1923 to −1905
	BCL6	3′-accttccgtgaaaaaca-5′	−2055 to −2039
	BCL6	5′-gggtccctggaaatagt-3′	−1366 to −1350
	BCL6	5′-gacttcatagaaaactc-3′	−1174 to −1158
	BCL6	5′-atactcatagaaataaa-3′	−614 to −598
	BCL6	3′-aggttcgtggagaatgt-5′	−439 to −423
	BCL6	5′-cccttcccagattctct-3′	−279 to −263
**Probasin minimal promoter (−426 to +28 bp)**	ARE a)	5′-tgatagcatcttgttctta-3	−243 to −225
	ARE a)	5′-taggttcttggagtacttt-3′	−138 to −120
**consensus sequence:**	ARE	ggtacannntgttct [25], [26]	
**consensus sequence:**	BCL6	ttcct(a/c)gaa [28]	

Oat: organic anion transporter; ARE: androgen response element; BCL6: B-cell CLL/lymphoma 6;

n: any nucleotide, a) functional ARE published in [27].

### Sex-dependent expression of Oat1 and Oat3 in Han Wistar rats

Based on TaqMan® real-time PCR we investigated the sex-dependent expression of Oat1 and Oat3 in cortical kidney slices from four male and four female rats. Since sex differences were investigated, two reference genes β-actin and Hprt were used. The mRNA levels of both reference genes were not altered under the experimental conditions (Figure 2A). TaqMan® real-time PCR revealed sex-dependent expression of Oat1 and Oat3 (Figure 2B). Thereby the sex-dependent difference of Oat1 between male and female was higher as compared to Oat3 (Figure 2B).

**Figure 2:**
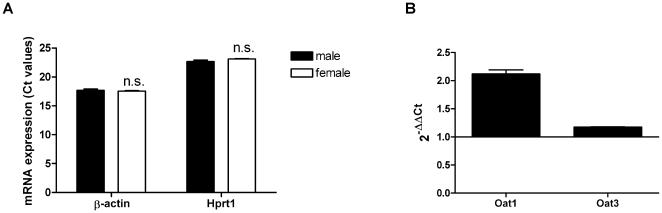
Sex-dependent expression of Oat1 and Oat3 in rat cortical kidney slices. Levels of β-actin, Hprt1, Oat1 and Oat3 were analyzed by TaqMan® real-time PCR in total RNA isolated from four male and four female cortical kidney slices. The mRNA expression of reference genes β-actin and Hprt1 were investigated by comparing their Ct values between male and female (2A). Levels of Oat1 and Oat3 were determined using 2^−ΔΔCt^ method, at which β-actin was the reference gene (2B). ΔΔCt values were calculated as ΔCt male - ΔCt female. n_male_ = 4; n_female_ = 4.

### Sex-dependent gene expression profiling

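For each Han Wistar rat, RNA of 1 cortical kidney slice was labelled with Cy3 and hybridized to 1 array, which gave 4 male and 4 female arrays. All 8 arrays lay on 1 slide, with 2 arrays of each sex in each row and 1 of each sex in each column of the slide. The authors deposited the signal intensity of each of the 62976 spots of an array, from which the Agilent Feature Extraction software had subtracted the background, without normalization between arrays. They also deposited log2 values of the same signals that were quantile-normalized between the arrays. Controls apart, 58717 spots carried 30367 different probes. The 75th percentile of the signal lay between 5025 and 5944 (median 5600) on the female arrays and between 5685 and 6547 (median 6427.5) on the male arrays. On the female arrays, 73.8% to 79.1% of the probes (median 76.4%) were well above background, and on the male arrays 73.9% to 78.6% (median 77.4%). No spot was saturated, and the software marked 0.44% to 1.33% of the spots of an array as outliers. These spots were left out, the remaining spots of a probe were averaged, and the log2 signal was expressed relative to the 75th percentile of the same array. The 23425 probes that were well above background on at least 4 of the 8 arrays were compared between males and females with limma and Benjamini-Hochberg adjustment. A probe was counted as sex-dependent at an adjusted p below 0.05 together with a log2 fold-change (male minus female) of at least 1 in either direction. Single genes were also compared with a two-sided exact permutation test, for which 0.0286 is the smallest p that 4 rats against 4 allow. The number of arrays limits the precision of every value. Across the tested probes, which are not independent replicates, the Pearson correlation was 0.992 to 0.995 between arrays of one sex and 0.984 to 0.991 between arrays of different sex.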

The gene expression profiles of cortical kidney slices from the four male and four female rats used previously, were analyzed using the SurePrint G3 Rat GE 8×60K Microarray Kit from Agilent Technologies. The volcano plot gives a first overview of gene expression between males and females (Figure 3). Out of 22,863 investigated probes, 572 exhibit significant [−log10(adjusted *p*-value)<0.05] sex-dependent expression (log2 fold-change≤−1 or ≥1) (Figure 3). 

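In the deposited signals, 443 probes met the adjusted p of limma and the fold-change together. At an unadjusted p below 0.05 and the same fold-change, 591 probes were counted. The adjusted p alone was met by 1889 probes, and 1446 of these changed less than 2-fold. For 440 of the sex-dependent probes, the values of the males did not overlap those of the females, which is expected of probes called on the same arrays. Among all tested probes the values did not overlap for 18.5%, where chance gives 2.86%. A fitted difference of at least 4-fold was found for 156 probes. The standard error of the log2 fold-change had a median of 0.24 among the sex-dependent probes and of 0.111 among all tested probes. On the arrays of one sex, 30 of the sex-dependent probes were never well above background. They were counted by their fitted fold-change, and where a fold is printed for one of them, it is a lower bound that does not exceed the fitted one. The alternative that moved the count most was normexp background correction with quantile normalization, which gave 326 sex-dependent probes, 314 of them shared.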

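The log2 fold-change was positive for 187 sex-dependent probes and negative for 256. At the unadjusted p, 235 probes were higher in males and 356 in females. With quantile normalization of the signals they numbered 279 and 292, and in the log2 values of the authors 279 and 294. Probes higher in males made up 42.2% of the sex-dependent probes, and with quantile normalization of the signals they made up 50.2%, as 223 probes against 221. The largest male-dominant difference of a named probe well above background on every array was that of Dhrs7l1 (A_44_P684199, chromosome 6). Its log2 signal relative to the 75th percentile was 0.74 ± 0.25 (SD, n = 4) in males and −6.58 ± 1.25 (SD, n = 4) in females, a log2 fold-change of 7.32 (standard error 0.545, adjusted p = 0.000437 from limma with Benjamini-Hochberg adjustment). Slc22a22 (A_44_P469016, chromosome 7), which Table S1 lists as RGD1304605, followed with a log2 fold-change of 6.51, or 91.3-fold, although male replicate 3 lay below the other males. Cyp2c11, LOC687842 and LOC690226 had log2 fold-changes of 5.86, 5.57 and 5.40. In the other direction, the largest difference was that of Adh6 (A_44_P199129, chromosome 2), with 0.54 ± 1.06 (SD, n = 4) in females and −5.83 ± 1.00 (SD, n = 4) in males, a log2 fold-change of −6.36 (standard error 0.621, adjusted p = 0.0013 from limma). Cyp1a1, Slc22a7, Serpina10 and Slc7a12 had log2 fold-changes of −5.61, −5.12, −5.12 and −4.57. Each of these genes had a non-overlapping range in the 2 sexes. Among probes that were well above background on no male array, Stc2 was at least 13.4-fold and Prss35 at least 10.9-fold higher in females. Foxa1 was at least 5.90-fold higher in females at one probe, and another probe of Foxa1 had a log2 fold-change of 0.21 (adjusted p = 0.425). Among probes that were well above background on no female array, Mlc1, Cpne4 and Cfap206 were at least 5.53-fold, 4.56-fold and 2.36-fold higher in males. The bounds of Stc2, Prss35, Foxa1, Mlc1, Cpne4 and Cfap206 apply to the background-subtracted signals. The fitted differences under normexp background correction did not reach them.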

293 probes were higher expressed in females (log2 fold-change≤−1), and 281 probes were higher expressed in males (log2 fold-change≥1) (Figure 3). 

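A gene name, given by the RefSeq accession of the probe or by Table S1, was carried by 343 of the sex-dependent probes. Of these, 153 were higher in males and 190 in females. With each gene counted once, there were 145 genes higher in males and 174 higher in females. After quantile normalization, the named probes numbered 180 higher in males and 166 higher in females. Irrespective of the size of the difference, the adjusted p of limma was below 0.05 for 795 probes higher in males and for 1094 higher in females. More than 1 probe well above background on every array was present for 37 of the sex-dependent genes. All probes of the gene were sex-dependent for 17 of them, and at least 1 probe stayed within 0.25 on the log2 scale for 8. An opposite difference of more than 0.25 was found for none. The flat probes of Usp9x (−0.078) and Ddx19a (−0.008) lay on the other side of 0, within that limit.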

After exclusion of probes with a FDR >5% and probes without Gene ID, 160 genes were higher expressed in females and 175 genes higher in males (Table S1). 

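Each gene of Table 3 was measured by the probe that Table S1 gives for it, and the alignment with the database was not analysed here. All 56 probes were among those tested. The adjusted p of limma was below 0.05 for 55 of them, and 47 also reached the fold-change. With p adjusted over the list alone, 56 probes passed and 48 also reached the fold-change. The authors chose the list on these arrays, so that the count over the list alone is not independent evidence. Cyp4a2 (A_64_P019361, chromosome 5) had a log2 fold-change of 2.95 (standard error 0.604, adjusted p = 0.0244), and Dnm3 on chromosome 13 had 2.55. Abcb1b (A_64_P039888, chromosome 4) had the largest female-dominant difference of the list, a log2 fold-change of −2.68 (standard error 0.671, adjusted p = 0.0476). At another probe of Abcb1b, the values of females 1 and 2 lay apart from those of the other 6 rats by a gap of 1.63 on the log2 scale. Cks2 reached the fold-change with 1.05 and missed the adjusted p, which was 0.055. Aldh1a1, Eepd1, Proc, Tmem144, Trim59, Rufy3, Spc25 and Tox met the adjusted p with log2 fold-changes between 0.896 and 0.999. A dimmer probe of Tmem144 met both thresholds, with a log2 fold-change of 1.04 (adjusted p = 0.0132), and another probe of Tox had 0.12 (adjusted p = 0.676). With quantile normalization of the signals, 55 genes of Table 3 were sex-dependent, and Aldh1a1 was the exception.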

The alignment with the “Rat Proximal Tubule Transcriptome Database” and the removal of duplicated genes revealed 56 genes with significant sex-dependent expression in proximal tubule cells (Table 3). Out of these 56 genes, 13 genes showed a higher expression in females whereas 43 genes showed a higher expression in males. 

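On the arrays, the log2 fold-change had the direction of Table 3 for every gene of the list. For each of them, the values of one sex lay entirely above those of the other, which is expected of a list that was chosen on the same arrays. Of the genes that met both thresholds in limma, 34 were higher in males and 13 in females. With quantile normalization, 42 and 13 genes met them. Without female replicate 2, 28 and 8 genes met them, and the female count was also 8 without female replicate 1.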

Genes were classified into different groups according to their function included: twenty-one enzymes (18×M>F, 3×F>M), nine membrane proteins and receptors (7×M>F, 2×F>M), two transcription factors (1×M>F, 1×F>M), six transport proteins (4×M>F, 2×F>M), six signal transduction (4×M>F, 2×F>M) and twelve other genes (9×M>F, 3×F>M) (Table 3). 

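By class, 18 of the 21 enzymes met both thresholds in limma (15 higher in males and 3 in females), as did 7 of the 9 membrane proteins and receptors (5 and 2). Both transcription factors and all 6 transport proteins met them. In signal transduction 5 of 6 genes did (3 and 2), and among the others 9 of 12 (6 and 3). Besides Bcl6, the transcription factors held Arid3b (A_44_P965869, chromosome 8), with a log2 fold-change of −1.66 (standard error 0.258, adjusted p = 0.0083) and a signal well above background on 2 of the male arrays and on every female array. Among the transport proteins, Abca7 on chromosome 7 had a log2 fold-change of −1.37, and Slc30a2 on chromosome 5, Ostalpha on chromosome 11, Slc10a1 on chromosome 6 and Ust5r on chromosome 1 had 1.24, 1.12, 1.05 and 1.04. Gas2 on chromosome 1, in signal transduction, had 1.39. Among the enzymes, Usp9x (A_64_P054586, chromosome X) had a log2 fold-change of 2.31 (standard error 0.544, adjusted p = 0.0391), and its other probe had −0.08 (adjusted p = 0.535). A second probe was also flat for Rasl12, with 0.07 against 2.13, for Es22, with 0.12 against 1.95, and for Ddx19a, with −0.01 against 1.04.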

TaqMan® real-time PCR was used to verify selected microarray results. Seven genes were chosen as a result of their possible involvement in the transcriptional regulation of the sex-dependently expressed Oat1 and Oat3: Hnf1α, Hnf1β, Hnf4α, rAR (GSE34565), Hsd17b1, BCL6, and Polr3g (bold letters in Table 3). 

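On the arrays, the log2 signal of Hnf4α (gene Hnf4a, A_64_P046573) relative to the 75th percentile was −1.94 ± 0.31 (SD, n = 4) in males and −1.96 ± 0.16 (SD, n = 4) in females. The log2 fold-change was 0.02 (standard error 0.156, adjusted p = 0.952 from limma). This difference was within the spread between rats (exact permutation test, p = 0.914).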

All three validated hepatocyte nuclear factors (Hnf1α, Hnf1β, and Hnf4α) showed no sex-dependent expression (Figure 4), confirming the microarray results (GSE34565). Validation of rAR showed a significant male-dominant expression (Figure 4). This result did not coincide with that indicated by microarray where rAR showed no sex-dependent expression (GSE34565). 

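On the arrays, the log2 signal of BCL6 (gene Bcl6, A_44_P287301, chromosome 11) relative to the 75th percentile was 0.71 ± 0.53 (SD, n = 4) in males and −1.45 ± 0.18 (SD, n = 4) in females. The log2 fold-change was 2.17 (standard error 0.242, adjusted p = 0.00208 from limma), or 4.49-fold. Hsd17b1 (A_42_P518033, chromosome 10) had 1.37 ± 0.28 (SD, n = 4) in males and −0.15 ± 0.29 (SD, n = 4) in females. Its log2 fold-change was 1.52 (standard error 0.177, adjusted p = 0.00251), or 2.86-fold. Polr3g (A_64_P123931, chromosome 2) had −1.91 ± 0.28 (SD, n = 4) in males and −3.20 ± 0.22 (SD, n = 4) in females. Its log2 fold-change was 1.30 (standard error 0.162, adjusted p = 0.00327), or 2.46-fold. The other probes of Polr3g were 2.64-fold (adjusted p = 0.00193) and 1.90-fold (adjusted p = 0.0103) higher in males, the dimmer one under the fold-change threshold. For each gene, the differences between the sexes exceeded the spread between rats, and every male lay above every female (exact permutation test, p = 0.0286).

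**Figure D1:**
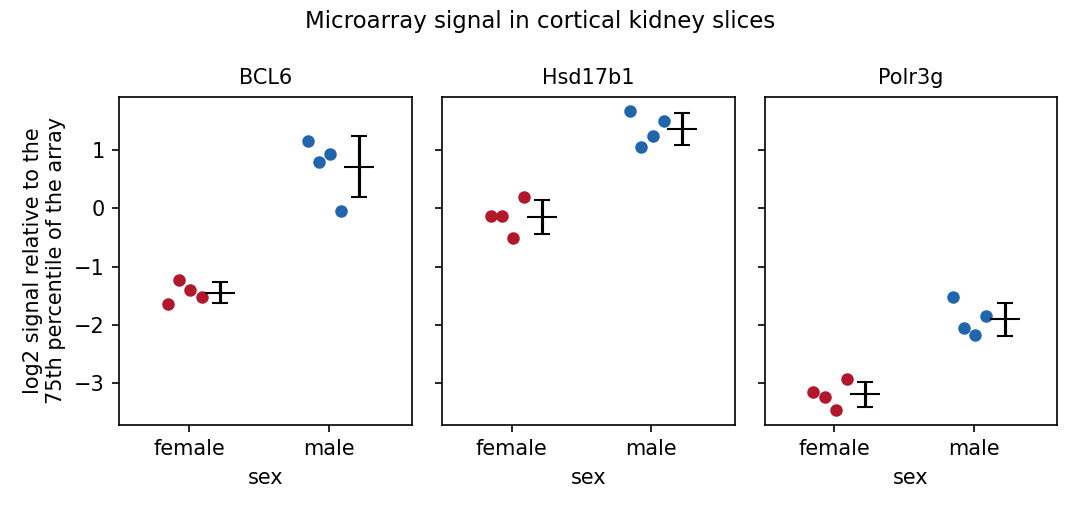
Log2 signal of BCL6, Hsd17b1 and Polr3g relative to the 75th percentile of the array, by sex. Each point is 1 rat, and the bars beside the points give the mean and SD of 4 rats. The male means are 0.71, 1.37 and −1.91 and the female means −1.45, −0.15 and −3.20.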

The levels of Polr3g, Hsd17b1, and BCL6 were clearly higher in males as compared to females (Figure 4), confirming the microarray results (Table 3).

**Figure 3:**
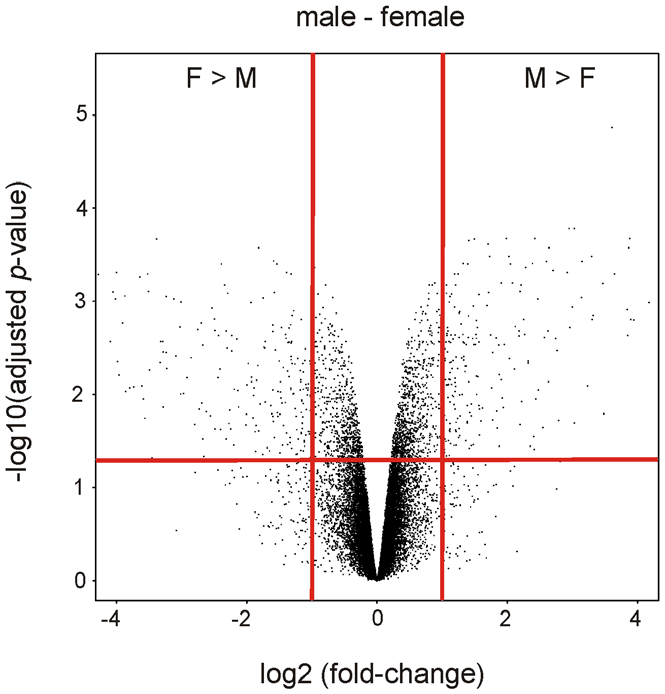
Volcano plot of microarray analysis. In this microarray a total of 22,863 probes were analyzed. On the y-axis the negative log10 of the adjusted *p*-value and on the x-axis the log2 of the fold-change is plotted. Each probe is represented as a dot. Low *p*-values (highly significant) are localized at the top of the plot. Probes that are expressed higher in females have a negative log2 fold-change appearing at the left side and probes that are expressed higher in males have a positive log2 fold-change appearing at the right side. The horizontal red line denotes the threshold for *p* = 0.05. The vertical red lines denote the two-fold thresholds.

**Figure 4:**
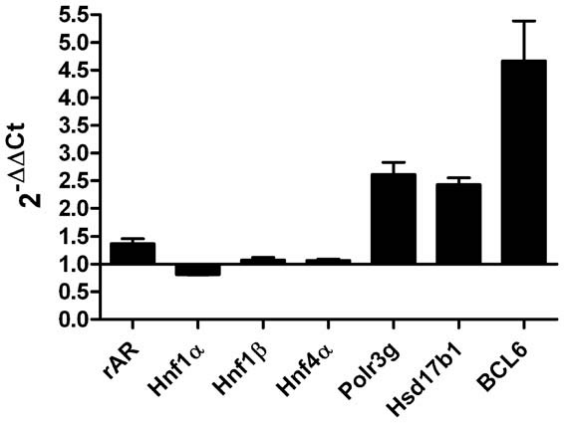
Verification of microarray results using TaqMan® real-time PCR. Gene expressions were verified by TaqMan® real-time PCR in total RNA isolated from four male and four female cortical kidney slices. Levels of all genes were determined using 2^−ΔΔCt^ method, at which β-actin was the reference gene. ΔΔCt values were calculated as ΔCt male - ΔCt female. n_male_ = 4; n_female_ = 4.

**Table 3:** Sex-dependently expressed genes in rat proximal tubule cells.

Symbol	Description	log2 FC (m- f)	P. Value (m-f)	FDR (m-f)
	**ENZYMES**			
Aldh1a1	aldehyde dehydrogenase 1 family, member A1	1,01	3,85E-06	0,09%
Baat	bile acid Coenzyme A: amino acid N-acyltransferase (glycine N-choloyltransferase) choloyltransferase)chcchcholoyltransferasecholoyltransferasecholoyltransferase)	−1,24	1,22E-03	2,40%
Cth	cystathionase (cystathionine gamma-lyase)	−1,01	1,24E-04	0,61%
Cyp2d4v1	cytochrome P450, family 2, subfamily d, polypeptide 4	1,11	4,39E-06	0,10%
Cyp4a2	cytochrome P450, family 4, subfamily a, polypeptide 2	3,03	9,25E-04	2,04%
Ddx19a	DEAD (Asp-Glu-Ala-Asp) box polypeptide 19a	1,05	6,57E-05	0,43%
Dnm3	dynamin 3	2,64	2,16E-07	0,03%
Eepd1	endonuclease/exonuclease/phosphatase family domain containing 1	1,02	2,67E-04	0,98%
Es22	esterase 22	2,02	3,16E-07	0,03%
F3	coagulation factor III (thromboplastin, tissue factor)	1,10	2,80E-05	0,27%
Hao1	hydroxyacid oxidase (glycolate oxidase) 1	1,88	1,24E-04	0,61%
Hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (mitochondrial)	3,30	9,19E-06	0,16%
**Hsd17b1**	**hydroxysteroid (17-beta) dehydrogenase 1**	**1,52**	**1,93E-05**	**0,23%**
Oat	ornithine aminotransferase (gyrate atrophy)	−1,36	3,03E-05	0,28%
Pecr	peroxisomal trans-2-enoyl-CoA reductase	1,15	9,75E-05	0,53%
Proc	protein C	1,01	2,22E-07	0,03%
Ptgds	prostaglandin D2 synthase (brain)	2,19	2,46E-06	0,08%
Rasa2	RAS p21 protein activator 2	1,04	5,92E-05	0,41%
Rasl12	RAS-like, family 12	2,18	2,12E-05	0,24%
Rdh2	retinol dehydrogenase 2	1,56	4,49E-04	1,31%
Usp9x	ubiquitin specific peptidase 9, X-linked	2,35	2,53E-03	3,60%
	**MEMBRANE PROTEINS/RECEPTORS**			
Asgr1	asialoglycoprotein receptor 1	1,49	3,35E-05	0,29%
B4galt5	UDP-Gal:betaGlcNAc beta 1,4-galactosyltransferase, polypeptide 5	1,00	1,23E-05	0,18%
Cd1d1	CD1d1 molecule	−1,14	7,03E-04	1,74%
Kifc1	kinesin family member C1	1,37	3,41E-05	0,29%
Prlr	prolactin receptor	1,14	1,82E-04	0,78%
Sectm1b	secreted and transmembrane 1B	1,21	5,43E-05	0,40%
Stra6	stimulated by retinoic acid gene 6	−1,16	9,07E-06	0,16%
Tmem144	transmembrane protein 144	1,02	3,89E-05	0,32%
Trim59	tripartite motif-containing 59	1,02	5,78E-06	0,12%
	**TRANSCRIPTION FACTORS**			
Arid3b	AT rich interactive domain 3B (Bright like)	−1,48	1,65E-04	0,73%
**Bcl6**	**B-cell CLL/lymphoma 6**	**2,18**	**1,61E-05**	**0,21%**
	**TRANSPORT PROTEINS**			
Abca7	ATP-binding cassette, sub-family A (ABC1), member 7	−1,35	1,40E-05	0,19%
Abcb1b	ATP-binding cassette, sub-family B (MDR/TAP), member 1B	−2,66	3,96E-03	4,65%
Ostalpha	organic solute transporter alpha	1,13	3,06E-05	0,28%
Slc10a1	solute carrier family 10 (sodium/bile acid cotransporter family), member 1	1,12	3,98E-04	1,21%
Slc30a2	solute carrier family 30 (zinc transporter), member 2	1,26	7,12E-06	0,13%
Ust5r	integral membrane transport protein UST5r	1,07	1,85E-04	0,79%
	**SIGNAL TRANSDUCTION**			
Cklf	chemokine-like factor	−1,03	6,79E-05	0,44%
Cks2	CDC28 protein kinase regulatory subunit 2	1,06	3,81E-03	4,55%
Dock5	dedicator of cytokinesis 5	−1,58	1,75E-03	2,93%
Fgf13	fibroblast growth factor 13	1,12	3,32E-06	0,09%
Gas2	growth arrest-specific 2	1,40	5,73E-07	0,04%
Nrep	neuronal regeneration related protein	1,16	2,97E-04	1,02%
	**OTHERS**			
Cldn1	claudin 1	−1,54	5,66E-07	0,04%
Ddit4l	DNA-damage-inducible transcript 4-like	−1,76	3,62E-03	4,40%
Espn	espin	1,21	1,31E-03	2,51%
Klhl14	kelch-like 14 (Drosophila)	−1,31	2,68E-05	0,27%
Mlph	melanophilin	1,91	1,53E-06	0,06%
Obfc2a	oligonucleotide/oligosaccharide-binding fold containing 2A	1,17	2,45E-05	0,26%
Picalm	phosphatidylinositol binding clathrin assembly protein	1,14	2,96E-06	0,08%
**Polr3g**	**polymerase (RNA) III (DNA directed) polypeptide G (32 kD)**	**1,34**	**3,14E-05**	**0,28%**
Rpp25	ribonuclease P 25 subunit (human)	1,77	4,64E-05	0,35%
Rufy3	RUN and FYVE domain containing 3	1,06	2,06E-03	3,20%
Spc25	SPC25, NDC80 kinetochore complex component, homolog (S. cerevisiae)	1,02	1,73E-03	2,92%
Tox	thymocyte selection-associated high mobility group box	1,07	1,81E-05	0,22%

FC: log2 fold-change (FC)≤−1 or ≥1; FDR: false discovery rate <5%; P. value: p<0.05; (m-f): male-female. Genes are grouped, and displayed within these groups in an alphabetical order. Genes shown with a negative log2 FC are higher expressed in females while genes with a positive log2 FC are higher expressed in males. The expression of all genes was aligned with (http://dir.nhlbi.nih.gov/papers/lkem/pttr/). Bold marked genes were selected for verification by TaqMan® real-time PCR.

### *In silico* analyses of potential BCL6 binding sites in the Oat1- and Oat3-promoter region

In the analyzed Oat1-promoter there are five potential BCL6 binding sites postulated none of which was a perfectly conserved binding site (consensus sequence: TTCCT(A/C)GAA) [28] (Table 2). *In silico* analysis of the Oat3-promoter revealed six potential BCL6 binding sites, of which none did correlate completely with the consensus sequence (Table 2). The promoter construct Oat1 (−1266/+113) included two predicted BCL6 binding sites, the Oat1 (−1666/+113) construct included four predicted BCL6 binding sites and the Oat1 (−2252/+113) included four predicted BCL6 binding sites (Table 2).

The shortest promoter construct Oat3 (−444/+12) has two predicted BCL6 binding sites (Table 2). In the Oat3 promoter construct (−752/+12), three BCL6 responsive elements are located. The longest Oat3 promoter construct (−2567/+12) included six BCL6 binding sites (Table 2).

### Activation of Oat1- and Oat3-promoter by BCL6

As a positive control for transfection and expression in OK cells, BCL6 expression was investigated using immunofluorescence (Figure 5A). Characterization of BCL6 cellular localization revealed an exclusive nuclear localization (Figure 5A). Transfection efficiency of BCL6 was 23,3%. To test for a possible influence of BCL6 on the promoters of Oat1 and Oat3, OK cells were transfected with different promoter constructs, pcDNA3-BCL6 or empty pcDNA3 vector, and their luciferase activity were measured (Figure 5B and 5C). All three Oat1-promoter constructs showed a significant activation by BCL6 compared to the control (Figure 5B). The promoter constructs Oat3 (−444/+12) and (−752/+12) were activated by BCL6 (Figure 5C). The promoter activity of the longest Oat3 construct (−2567/+12) was not significantly altered but showed a positive trend for an activation by BCL6 (Figure 5C).

**Figure 5:**
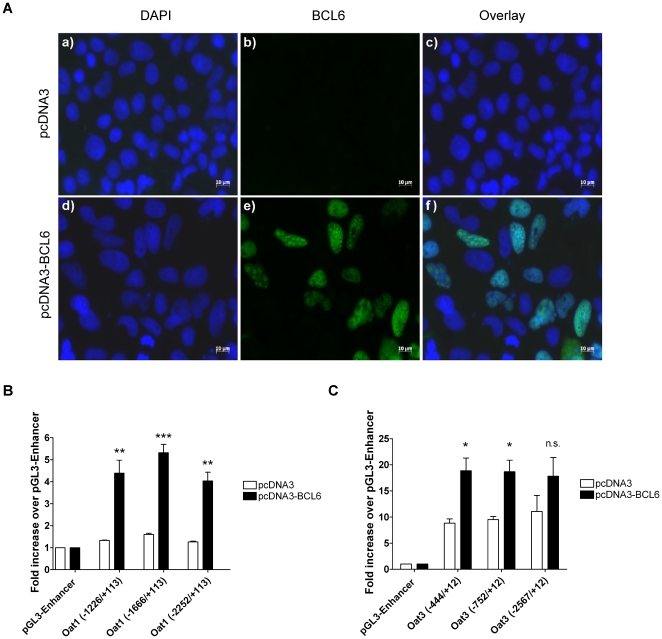
Effects of BCL6 on Oat1- and Oat3-promoter activity. OK cells were either transfected with pcDNA3 or pcDNA3-BCL6, and BCL6 expression and cellular localization were analyzed using immunofluorescence staining (green color BCL6, blue color DAPI staining; excitation wavelength 488 nm and 365 nm) (5A). Promoter constructs of Oat1 and Oat3, and the expression vector for BCL6 were transiently transfected into OK cells (5B and 5C). Luciferase activity was measured and firefly luciferase was normalized to *Renilla* luciferase. Data are reported as the fold increase over pGL3-Enhancer and presented as mean ± S.E.M.; n = 3; n.s.: not significant; *: p<0.05; **: p<0.01; ***: p<0.001, significantly different from control (pcDNA3).

## Discussion

The aim of this study was to identify sex-dependently expressed genes in the rat proximal tubule cells that may be involved in the transcriptional regulation of Oat1 and Oat3. Since 1955 it is known that the uptake of the typical Oat1 substrate, *p*-aminohippurate (PAH), by rat renal cortical slices is higher in males compared to females [29]. Testosterone stimulated the uptake [30] possibly by having a positive influence on the expression of functional transporting proteins [31]. PAH is absorbed from the blood into proximal tubule cells by Oat1 and Oat3 in rat kidneys [32]–[36] and, in rat renal proximal tubule cells, a higher expression of Oat1 and Oat3 in males compared to females has been reported [19], [37]. Moreover, it has been shown that Oat1 and Oat3 expression is increased by testosterone [19]. Two different AREs were predicted in the promoter of Oat1 and Oat3 in our *in silico* analysis. Surprisingly, testosterone showed no stimulating effect on the promoter activity of Oat1 and Oat3, although the minimal promoter of rat probasin (rPb-Luc) was activated under the same conditions. These results suggest that the predicted AREs in the promoter of Oat1 and Oat3 are not functional, and that these transport proteins are not directly activated by the classical androgen receptor mediated transcriptional pathway. Given the known sex-dependent expression of Oat1 and Oat3 in rat proximal tubule cells [19], [37], we concluded that hitherto unknown factors are involved in the transcriptional male-dominant expression of Oat1 and Oat3.

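Gene names could be given to 17587 probes of the array, 17514 of them through the RefSeq accession and 73 through Table S1 alone. These probes stood for 14806 different genes. Among the probes tested, 14079 carried a name and stood for 11893 different genes. Of all tested probes, 21650 were well above background on every array. The proximal tubule database was not used here, so that the tested genes cover all cells of the cortical slices.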

Using microarray analysis, we examined the expression of 17,406 different genes and found that only 56 genes were significantly sex-dependently expressed. This relatively small number of sex-dependently expressed genes is due to the fact that we only analyzed genes that are localized within the proximal tubule cells. 

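With each array left out in turn, the log2 fold-change of Hnf4α on the arrays changed its direction, with values between −0.125 and 0.108, and was below 0 in 3 of the 8 settings. Its adjusted p from limma lay between 0.531 and 0.99 in them.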

The promising Oat1 and Oat3 regulators, Hnf1α, Hnf1β, and Hnf4α are expressed in the proximal tubule cells (http://dir.nhlbi.nih.gov/papers/lkem/pttr/), but revealed no sex-dependent expression in our microarray analysis and real-time PCR. For human OAT1-promoter the activation by HNF4α was demonstrated [38]. The promoters of mouse Oat1, human OAT1 and OAT3 are activated by HNF1α and HNF1β [39], [40].

The possible Oat1 and Oat3 regulator, rat androgen receptor (rAR) that is expressed in the proximal tubule cells (http://dir.nhlbi.nih.gov/papers/lkem/pttr/) showed no sex-dependent expression in the microarray, but demonstrated a significant male-dominant expression by real-time PCR. The decreased sensitivity of microarrays in comparison to real-time PCR may explain the different results. It is known that both real-time PCR and microarray analysis have inherent pitfalls that could influence the data obtained from each method, resulting in disagreement [41]. The false discovery rate (FDR) of rAR was about 24%, indicating a false positive microarray result that was verified by real-time PCR revealing a significant male-dominant expression. Despite the higher expression of rAR in the male kidneys, rAR is probably not a direct regulator of Oat1 and Oat3 promoters, as we could demonstrate in our study.

Out of the 56 sex-dependently expressed genes three genes that showed a male-dominant sex-dependent expression in the microarray, Polr3g, Hsd17b1, and BCL6 were selected for verification. The real-time PCR analysis clearly confirmed the microarray results for these three genes.

The first validated gene was Polr3g that is a subunit of the dissociable RNA polymerase (pol) III subcomplex [42]. Pol III transcribes especially short non-coding RNAs, for example tRNA, 5S RNA, 7SK RNA, U6 small nuclear RNA and H1 RNA that are involved in processing of pre-rRNA, mRNA and tRNA [42], [43]. This subcomplex is responsible for the initiation of Pol III transcription [42]. This so far unknown male-dominant Polr3g expression could enhance the initiation of pol III transcription, leading possibly to a rather indirect effect on the expression of Oat1 and Oat3.

Hsd17b1 was the second validated gene and represents a promising candidate gene for sex-dependent Oat1 and Oat3 regulation. Members of the 17β-hydroxysteroid dehydrogenase (HSDs) family play an important role in the estrogen and androgen steroid biosynthesis [44]–[46]. Human HSD17b1 selectively converts estrone to estradiol [44]. The rat Hsd17b1 mediates the reduction of androstenedione to testosterone as efficiently as the analogous reduction from estrone to estradiol [47]. The male-dominant renal Hsd17b1 expression could be responsible for an increased testosterone concentration in proximal tubule cells. The increase of Oat1 and Oat3 protein expression by testosterone was published [19], but this increase is potentially not mediated by the classical androgen receptor mediated transcriptional pathway as demonstrated in our contribution. Possibly, the elevated testosterone concentration could activate a, till now unknown, transcription factor, which then activates Oat1 and Oat3 expression.

The third real-time PCR validated gene was the transcription factor BCL6, that was identified and characterized in B-cells [48]. BCL6 is necessary during embryonic development, plays a role in germinal center formation, and is essential in the immune response [28], [48]. BCL6 has also been reported to be a proto-oncogen, whereby the intact coding sequence of BCL6 is often translocated, obtaining a new changed 5′ non-coding promoter region [28]. In many cases BCL6 acts as a transcriptional repressor due to its ability to recruit the known transcriptional repressors nuclear receptor corepressor (N-CoR), silencing mediator of retinoid and thyroid receptor (SMRT), and BCL6 interacting corepressor (BCoR) [28], [48]. These three transcriptional repressors recruit histone deacetylases 1 and 2 [48]. BCL6 inhibits the expression of different genes like p21 and cyclin D2 [28], [48]. Moreover it could repress the activity of NFκB by a direct protein-protein interaction between BCL6 and the subunits of NFκB [49]. BCL6 could also act as an activator leading to alteration in the growth cycle of the cell [50]. 

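The difference of BCL6 between the sexes on the arrays was larger than that of 99.4% of the tested probes. The lowest male value, in male replicate 4, was −0.04, and the other males lay between 0.79 and 1.17. The highest female value was −1.23. Over 19 alternative settings, the log2 fold-change lay between 2.01 and 2.42, with an adjusted p from limma between 0.000651 and 0.017.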

In our study, a considerably higher BCL6 expression in males compared to females was found. A comparable male-dominant expression of BCL6 has been demonstrated in the rat liver, whereas a possible role of BCL6 in the regulation of Oats has not been investigated [51]. Although all three validated genes are promising candidate genes for sex-dependent regulation of Oat1 and Oat3, we decided to focus on the possible involvement of BCL6 as a result of predicted BCL6 binding sites in the Oat1 and Oat3 promoter region.

BCL6 is known to bind to a specific DNA sequence with a core sequence of TTCCT(A/C)GAA [28]. Luciferase activity assays revealed a significant activation of Oat1 as well as Oat3 promoter by BCL6. All three Oat1 as well as Oat3 promoter constructs contain predicted BCL6 binding sites. Regarding the amplitude of fold induction, all Oat1 constructs were activated to a comparable amount, indicating that the first and/or second BCL6 binding site is may be the critical site for activation of Oat1 promoter constructs by BCL6. Oat3 promoter constructs were also activated to a comparable extent by BCL6 and possibly directly regulated via first and/or second BCL6 binding site. Our results implicate that male-dominant BCL6 is a promising transcription factor in the promoter activation of sex-dependently expressed Oat1 and Oat3. Interestingly, BCL6 is able to repress the activity of NFκB at the post-transcriptional level due to protein-protein interaction [49]. In renal ischemia the expression of rat renal Oat1 and Oat3 was decreased [52], and that of NFκB was increased [53]. Therefore it is possible that male-dominant BCL6 expression suppresses the activity of NFκB, leading indirectly to the higher expression of Oat1 and Oat3 in males. NFκB itself is expressed in the proximal tubule cells (http://dir.nhlbi.nih.gov/papers/lkem/pttr/) but exhibited no sex-dependent expression in our microarray analysis (GSE34565).

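Of the genes of the NFκB subunits, Nfkb2 and Rela had a named probe on the array, while Nfkb1, Relb and Rel had none. The log2 signal of Nfkb2 (A_42_P658264) relative to the 75th percentile was −2.31 ± 0.10 (SD, n = 4) in males and −2.17 ± 0.05 (SD, n = 4) in females. Its log2 fold-change was −0.14 (standard error 0.072, adjusted p = 0.267 from limma), although each male lay below each female (exact permutation test, p = 0.0286). Rela (A_64_P046388) had −0.72 ± 0.10 (SD, n = 4) and −0.61 ± 0.085 (SD, n = 4), a log2 fold-change of −0.11 (standard error 0.077, adjusted p = 0.427 from limma), with overlapping values (exact permutation test, p = 0.171). A dimmer probe of Rela had a log2 fold-change of −0.31 (adjusted p = 0.162). From the reported repression of NFκB by BCL6, and from renal ischemia, in which Oat1 and Oat3 were reported to fall and NFκB to rise, the paper proposes as a possibility that the male-dominant BCL6 lowers the activity of NFκB and thereby indirectly raises Oat1 and Oat3 in males.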

This study presents a first description of sex-dependent gene expression in the kidneys and especially in the proximal tubule cells (GSE34565). The sex differences were identified in several gene groups, e.g. enzymes, membrane proteins and receptors, transcription factors, transport proteins, genes involved in the signal transduction pathways, and others. Some candidate genes like Polr3g, Hsd17b1 and BCL6 might be directly or indirectly involved in sex-dependent expression of Oat1 and Oat3. Our results showed that BCL6 activated the promoters of Oat1 and Oat3 and constituted a promising candidate gene for their sex-dependent regulation. To further elucidate the involvement of BCL6 in the sex-dependent expression of Oat1 and Oat3, additional experiments are required.

## Supporting Information

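Of the 572 probes that the paper lists with the volcano plot, 555 were tested here, and the other 17 were well above background on fewer than 4 arrays. All 555 had the direction that the paper lists, and 413 of them (74.4%) met both thresholds in limma. The paper gives a FDR under 5% for 453 listed probes. Of these, 445 were tested and 403 met both thresholds. The largest FDR the paper lists is 18.9%, so that the list is not limited to probes with a FDR under 5%. Across the 555 probes, which are not independent replicates, the log2 fold-changes had a Pearson correlation of 0.9996 with those of the paper and a median absolute difference of 0.07, with 0.55 as the largest. A further 30 probes met both thresholds here and are not among those listed, all of them higher in females.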

Table S1 **Sex-dependently expressed genes in rat cortical kidney slices.** FC: log2 fold-change (FC)≤−1 or ≥1, FDR: false discovery rate, (m-f): male-female. Genes are displayed in an alphabetical order, starting with negative log2 FC representing genes higher expressed in females, followed by genes with a positive log2 FC representing higher expression in males. Probes with a FDR >5% and probes with no Gene ID are excluded in this list.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

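Gene expression was measured in cortical kidney slices of 4 male and 4 female rats on 8 one-colour Agilent arrays, 1 rat per array. Each sample was assigned to its sex and replicate by its label. The labels were not checked by sex-linked genes: none of the 8 genes looked for (Xist and genes of the Y chromosome) had a named probe on the array, and the only other probe placed on the Y chromosome, that of Tspy1, was well above background on no array.

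The authors deposited for each array the signal intensity of every spot from the Feature Extraction software 10.7.3.1, background-subtracted and spatially detrended, with no normalization between arrays (as the file headers state). The authors also deposited a table of log2 values, which hold the same distribution on every array, as quantile normalization gives, and the rank order of the signal on 8 of 8 arrays. The software that made the log2 values is not named in the paper's text, which refers to another article.

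From the signal intensities, spots marked as non-uniform or population outliers were left out, log2 was taken, the 75th percentile of the non-control spots of the array was subtracted, and the spots of a probe were averaged. No pseudocount was needed, since every signal was above 0. Probes well above background on at least 4 of 8 arrays were kept. Each probe was fitted with limma (lmFit and eBayes with the default prior) as male minus female without covariates, and p was adjusted by the Benjamini-Hochberg method over the 23425 probes tested. A probe was called sex-dependent at an adjusted p below 0.05 and an absolute log2 fold-change of at least 1, and counts at an unadjusted p below 0.05 were made as well. For genes named in the text, the 70 assignments of the 8 values to 4 and 4 gave a two-sided exact permutation test. Where a probe was well above background on no array of one sex, the fold was computed against the lowest value well above background on each array of that sex, or against the probe's own value where that was higher, as a lower bound, and the fitted value was used in the counts but not as the fold.

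The work was done in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with matplotlib 3.10.9. The fit was tested on simulated data of the same size, in which 200 of the probes were changed by 2 on the log2 scale. Of these, 189 were recovered (94.5%) with 1 false call, and the median fitted size was 2.006. In simulated data without any change, 0 probes were called. The simulated probes varied independently and their changes lay well past the threshold of 1. Recovery near the threshold, and false calls among correlated probes, were therefore not tested.

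Depth was judged from the signal over background. On the 8 arrays, 73.8% to 79.1% of the probes were well above background, and no spot was saturated. The number of arrays, 4 per sex, limits the precision.

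Gene names came from the RefSeq accession of the probe, or else from Table S1, because the files hold accessions and no gene names. Chromosomes are those of Table S1. Genes were named in the text by a rule set before the data were examined: every gene the paper names as measured or proposed in rat kidney, some of which are not reported here, the sex-linked genes, the 5 largest changes in each direction among named, non-overlapping probes well above background on all 8 arrays, and the 3 largest lower bounds in each direction. Where a gene had several probes, the probe of Table S1 was used, or else the brightest.

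Marker lists written before the data were examined were compared between the sexes with limma's camera at a preset inter-gene correlation of 0.01 and with fry, with Benjamini-Hochberg adjustment over 12 lists: proximal tubule segments 1 and 2, proximal tubule segment 3, thick ascending limb, distal convoluted tubule, collecting duct, glomerulus, adrenal gland, adipose tissue, blood, liver, growth hormone and STAT5 targets, and BCL6 targets. The fit was repeated for each of the 35 splits of the arrays into 4 and 4. The rows of the slide and the pairs of columns were each tested beside sex in a further limma fit. Neighbouring genes were compared with 10000 random gene orders.

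Alternatives set before the data were examined were quantile normalization, the authors' log2 values, no filter on dim probes, a filter requiring all 8 arrays, keeping the outlier spots, an intensity trend with a robust prior, array weights, the replicate number as a block, leaving out each array, another choice of the probe of a gene, and fry. Chosen after the files were seen were normexp background correction (offset 16) of the median spot signal, alone and with quantile normalization, in place of the mean signal set beforehand, and the slide row as a block, in place of slide or scan date, since all arrays shared 1 slide and 1 scan.

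Real-time PCR, the luciferase assays and the promoter sequences were not analysed here, since no file of this series holds them. The proximal tubule database was not used here.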

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

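The test of the share of segment 3 in female replicate 4, used in this part, was chosen only after its result was seen.

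Among the named genes, the rat farthest from the others was compared with the range of its sex in 58 groups of 4 rats, by Dixon's criterion. Chance gives such a rat in about 1 in 20 groups, or 2.9 of these 58, and 3 were found. Slc22a22 was 0.48 in male replicate 3, while the other males lay between 1.21 and 1.32. Slc22a7 was −4.60 in male replicate 2, while the other males lay between −3.89 and −3.80. Foxa1 was −7.08 in female replicate 4, while the other females lay between −5.50 and −5.25. The number found is what chance gives, and no biological explanation for a single rat was tested for Slc22a22 and Slc22a7. Over all tested probes, the share at which a given array stood apart in this way was 0.85% to 1.87%, highest for male replicate 3.

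The probe of Foxa1 at which female replicate 4 stood apart was among the dimmest tested, brighter than 0.6% of them, and another probe of Foxa1 showed no difference between the sexes (log2 fold-change 0.21). Female replicate 4 was also the lowest female at 137 of 188 other probes higher in females and well above background on all arrays (72.9%, where chance gives 25%), so its low Foxa1 value may be part of that pattern. A smaller share of proximal tubule segment 3 in the slice of that rat was tested with markers of segment 3, and 6 of 7 were lowest in female replicate 4. Whether Foxa1 itself follows that share was not tested.

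A signal outside the probes that the paper lists was found for 30 probes. They were sex-dependent here and are not among the 572 probes of the paper, and all were higher in females. For 27 of them the log2 fold-changes lay between −1.36 and −1.00, and the other 3, which were well above background on no male array, were at least 1.88-fold to 2.13-fold higher in females. The shift between scaling to the 75th percentile and the authors' quantile normalization was examined as the explanation: 22 of the 30 fell under a log2 change of 1 in the authors' log2 values, 7 were sex-dependent there, and the adjusted p was not met for 2. The median log2 fold-change of all tested probes was −0.05 with the 75th percentile and 0.002 in the authors' values. Since the paper's list holds probes past a log2 change of 1 in values processed by the authors, probes outside it are expected to fall under 1 there. The shift and sex itself therefore cannot be told apart as the source of these probes by this count.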

How the results depend on the processing

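Normexp background correction, alone and with quantile normalization, and the slide row as a block were chosen after the data were seen, and all other alternatives before. Normexp on the mean spot signal and a block for slide or scan were not run, because the files hold no mean signal and 1 slide and 1 scan only.

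The number of sex-dependent probes, 443 as reported, lay between 326 and 495 over 19 alternatives, which is within 1.5 times in each. No probe called as reported reversed its direction under any of them. Of the reported probes, 408 (92.1%) were also called after quantile normalization, 409 in the authors' log2 values, 320 after normexp, 331 with the filter requiring all 8 arrays, 388 without a filter, 442 with the trend and robust prior, 426 with array weights, 421 with the slide row as a block and all 443 with the outlier spots kept. The share higher in males was 42.2% as reported, 50.2% after quantile normalization and 50% in the authors' values. With each array left out, the number lay between 355 and 495, the highest without female replicate 4. The count at an unadjusted p, 591 as reported, was 380 with normexp (152 higher in males and 228 in females) and 368 with normexp and quantile normalization (199 higher in females), and it was within 1.5 times under the other alternatives. The cause was not tested. The number of sex-dependent genes lay between 237 and 349, and that of Table 3 between 36 and 55.

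Bcl6, Hsd17b1 and Polr3g kept their direction and met the adjusted p in every alternative, with log2 fold-changes of 2.01 to 2.42, 1.39 to 1.63 and 1.17 to 1.39. Nfkb2, Rela, Actb and Ccnd2 kept their direction and missed it in every alternative. Slc22a8 met the adjusted p after quantile normalization (log2 fold-change 0.298, adjusted p = 0.0294), with normexp and quantile normalization (log2 fold-change 0.33, adjusted p = 0.0226) and in the authors' log2 values (log2 fold-change 0.31, adjusted p = 0.0236), with an adjusted p of 0.0226 to 0.224 over all its alternatives; the cause was not tested. With an array left out, the log2 fold-change of Hnf4a lay between −0.125 and 0.108, Hprt1 between −0.02 and 0.067 and Cdkn1a between −0.148 and 0.015. Hnf4a was negative without female replicate 2 (−0.039), without female replicate 4 (−0.005) and without male replicate 1 (−0.125). Hprt1 changed its sign without female replicate 1 (−0.017) and without male replicate 1 (−0.02) and was 0 without female replicate 2. Cdkn1a was positive without male replicate 3 (0.015). The cause was not tested. None of these 3 genes met the adjusted p in any alternative.

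Among the genes with the largest changes, all 10 with a signal on every array stayed past both thresholds in each alternative. Those with lower bounds were not tested with the filter requiring all 8 arrays, which leaves their probes out. Mlc1, Stc2, Prss35 and Foxa1 stayed past both thresholds in each of the other alternatives, while Cpne4 met the adjusted p in 10 of 18 alternatives and Cfap206 in 8 of 18. Usp9x met it in 11 of 20, with an adjusted p of 0.0216 to 0.0895. With normexp alone, the fitted log2 fold-changes of Stc2, Prss35, Foxa1 and Mlc1 were −2.648, −2.22, −1.967 and 1.816. Their lower bounds on the same scale were −3.746, −3.442, −2.56 and 2.467. Cpne4 (1.342 against 2.189) and Cfap206 (0.981 against 1.238) also fell short of their bounds. The bounds therefore depend on how the background is handled.

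The replicate numbers do not pair the rats: after the mean of each sex was removed, the correlation between the male and the female of one number was −0.008 to 0.125, and above 0.1 in 2 of 4 pairs. With the replicate block, 372 probes were sex-dependent, 356 of them shared. In that setting Slc22a6 (log2 fold-change 0.379, adjusted p = 0.0525, against 0.00311 to 0.0525 over all its alternatives) lost the adjusted p. The cause was not tested.

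For the marker lists, camera found 1 list with an adjusted p below 0.05 and fry found 3. The cause was not tested. After quantile normalization, camera again found 1.

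Signal over background limits the dim probes. Of the 443 probes, 331 were well above background on all 8 arrays, and for 30 the fold is given only as a lower bound.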

Differences from the paper's values

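For Oat1, the paper's male over female ratio is about 2.1 in Fig. 2B, read by eye, from real-time PCR relative to β-actin. The array value of Slc22a6 was 1.301, scaled to a percentile of the array's own signal and not to β-actin. The difference held under every alternative set before the data were examined, with ratios between 1.273 (without male replicate 1) and 1.382 (the authors' log2 values). It held as well under the alternatives chosen after seeing the values, normexp alone (1.293), normexp with quantile normalization (1.374) and the slide row as a block (1.301). None of the alternatives scaled the signals to Actb, the gene of β-actin. On the arrays Actb was lower in males, with a log2 fold-change of −0.157 (adjusted p = 0.18 from limma). Scaling to Actb would therefore raise the array ratio of Slc22a6, and the unlike references may account for part of the difference.

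Of the 56 genes that the paper lists in Table 3 as sex-dependent, 47 were called here, and Aldh1a1, Eepd1, Proc, Tmem144, Trim59, Cks2, Rufy3, Spc25 and Tox were not at the probe of Table S1. Another probe of Tmem144 was called (log2 fold-change 1.036, adjusted p = 0.0132), and another probe of Tox was not (0.122). Quantile normalization and the authors' log2 values each called all of these except Aldh1a1, which was called under no setting. Cks2 was also called with the filter requiring all 8 arrays, with the trend and robust prior and with array weights, and Tmem144 with array weights. Normexp with quantile normalization, chosen after seeing the values, called Eepd1 and Cks2. With an array left out, Tmem144 was called without female replicate 1, female replicate 2 or male replicate 3, and Eepd1 without female replicate 3, female replicate 4, male replicate 2 or male replicate 4. Cks2 was called without female replicate 4, Spc25 without female replicate 4 or male replicate 1, Tox without female replicate 4 or male replicate 3, Proc without male replicate 1 and Rufy3 without male replicate 3.

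The paper states more genes higher in males than in females once probes without a gene were excluded. Here, 153 named probes were higher in males and 190 in females. Quantile normalization gave 180 against 166 and the authors' log2 values gave 180 against 167, while without female replicate 1 there were 155 against 146.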

Other observations

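The tests of slide rows and columns, of the whole liver list, of the other probe of Usp9x, of a DNA difference at Usp9x, of the targets of BCL6, of female replicate 4, of segment 3 as the whole cause of its markers' difference and of probes that part the rats were chosen only after the result was seen.

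Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called as many as 443 probes, and the largest count of another split was 2. The real split was thus the most extreme of the 35, which is the most that so few splits can show. Every other split mixes the sexes, so that a sex difference widens the spread within its groups and lowers its count. Chance is therefore not excluded by these counts alone. A gradient over the slide was tested with sex in the model: between the rows or between pairs of columns of the slide, at most 1 probe was called. This argues against such a gradient, while an effect that alternates from array to array would coincide with sex, since each column held 1 array of each sex and each row 2, and was not tested. The first principal component held 46.1% of the variance and separated the sexes. Of the lists of other nephron segments and the glomerulus, the largest median log2 change was −0.304, in the thick ascending limb, which is far from the changes of the called probes. A different share of these segments as the source of the sex-dependent probes is therefore argued against. This does not extend to proximal tubule segment 3, whose median was −0.897 (camera adjusted p = 4.63e-05), nor to adipose tissue, with −0.789 (camera adjusted p = 0.132), whose share was not tested further. Sex stays as the design's biological explanation, and it remains a hypothesis because it was tested on the same arrays.

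On the arrays, Slc22a6 (Oat1) had a log2 signal of 5.55 ± 0.09 (SD, n = 4) in males and 5.17 ± 0.03 (SD, n = 4) in females, a log2 fold-change of 0.38 (adjusted p = 0.0153 from limma). Slc22a8 (Oat3) had 5.24 ± 0.105 (SD, n = 4) and 5.02 ± 0.06 (SD, n = 4), a log2 fold-change of 0.22 (adjusted p = 0.113 from limma). For both genes every male lay above every female (exact permutation test, p = 0.0286). The difference Slc22a6 minus Slc22a8 was 0.315 ± 0.07 in males and 0.15 ± 0.08 in females (exact permutation test, p = 0.0286). Of the reference genes, Actb was lower in all males than in all females, with a log2 fold-change of −0.16 (adjusted p = 0.18 from limma; exact permutation test, p = 0.0286), and Hprt1 had 0.02 (adjusted p = 0.922 from limma), with a sign that changed when single arrays were left out.

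Bright probes compressed near the top of the signal range were tested as the explanation of the small array difference of Slc22a6. Of the 96 probes at least as bright, 0 reached a log2 change of 1 in either direction, against 654 of the 23329 other probes (2.8%; Fisher's exact test, p = 0.118), and the largest change was 0.60. In 11 of 15 genes the brighter probe had the smaller change (73.3%, 95% exact interval 44.9% to 92.2%). A compression and a true small difference cannot be told apart, since the bright probes are too few.

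Of the 12 marker lists, 1 had a camera adjusted p below 0.05, proximal tubule segment 3, with a median log2 fold-change of −0.90 (adjusted p = 4.63e-05 by camera and 0.000333 by fry). All 7 of its genes were lower in males. The call holds under fry, which also called the thick ascending limb (median −0.30, fry adjusted p = 0.000333, camera 0.144) and the glomerulus (median −0.14, fry adjusted p = 0.00396, camera 0.132). The median was −0.01 for proximal tubule segments 1 and 2, −0.05 for the distal convoluted tubule, −0.26 for the collecting duct, −0.08 for the adrenal gland, −0.79 for adipose tissue, 0.055 for blood, −0.05 for the liver, −0.06 for growth hormone and STAT5 targets and 0.02 for BCL6 targets, against −0.025 for all named genes. For the liver, the mean of 0.32 differed in sign from the median, as did that of −0.25 for BCL6 targets. Neither camera nor fry called these 9 lists. Single genes had an adjusted p below 0.05 in 3 of 7 genes of segment 3 (5 adjusted over the list alone), in 3 of 6 of growth hormone and STAT5 targets (4), in 5 of 11 of the liver (6), in 2 of 6 of the thick ascending limb (4), in 2 of 8 of the glomerulus (2), in 1 of 8 of BCL6 targets (2), in 1 of 7 of adipose tissue (1), in 1 of 7 of segments 1 and 2 (1) and in 0 of the other lists.

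A larger share of segment 3 in the female slices as the whole cause of the difference of its markers is argued against by their unequal changes, which differed by up to 5.06 on the log2 scale, from −0.06 for Atp11a to −5.12 for Slc22a7. A smaller contribution of the share stays open. Slc22a7, Slc22a13 and Slc7a12 belong to the list and are also sex-dependent probes of Table S1.

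Female replicate 4 was the lowest of the females at 137 of 188 probes higher in females and well above background on all arrays (72.9%, where chance gives 25%), by a median of −0.565 on the log2 scale. Male kidney RNA in its sample would raise the transcripts higher in males, and it was the highest female at 41 of 143 of these (28.7%), near the chance share. A smaller share of proximal tubule segment 3 in its slice may contribute: it was the lowest female for 6 of 7 markers of segment 3, among them 4 of 4 that were not sex-dependent, and for 2 of 7 markers of segments 1 and 2. No biological difference between the females was tested, and without this array 495 probes were called in place of 443.

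The male-high probe of Usp9x was well above background on 4 of 4 female arrays. This does not exclude a related transcript that only males have, which could add to the signal of Usp9x in males. The other probe of Usp9x had a log2 fold-change of −0.078, which argues against a higher level of the whole mRNA in males. At the male-high probe the females lay at −2.43, −4.69, −4.47 and −2.33, with a largest gap of 2.04 between neighbouring values, and the males at −1.16 ± 0.04 (SD, n = 4). An X-linked DNA difference between the rats at the probe, a related transcript that only males have and a transcript form that differs between the sexes cannot be told apart, because the rats were not genotyped here and no named probe for such a related transcript was found on the array.

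Beyond the sexes, 30 probes parted the rats into a high and a low level with a gap of at least 1.5 on the log2 scale, 20 of them with rats of both sexes on each level. Slc27a5, RT1-Ba and Ubd, chosen after their values were seen, had gaps of 4.86, at least 2.82 and 4.53, since RT1-Ba was well above background on none of the arrays of its low level. With values not well above background raised to the lowest value that was on the same array, 28 of the 30 probes kept a gap of at least 1.5, 18 of them with rats of both sexes on each level. Female 3 and male 3 stood apart together at 6 of the 30, and at 5 of the 28. For differences between the rats in the amount of the whole transcript, another tested probe of the gene was examined. It was present for 3 genes and parted the rats in the same way for 2 of them, so that a difference of the transcript and one at the probe cannot be told apart with so few genes.

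Among named genes of the Slc22 family, chosen after the values of its members were seen, 4 of 17 were sex-dependent (23.5%), against 319 of all 11893 named genes tested (2.7%; Fisher's exact test, p = 0.000917, which does not allow for that choice). Slc22a22 was higher in males, and Slc22a7, Slc22a13 (−3.45) and Slc22a24 (−2.34) were higher in females, in each of the scaling alternatives.

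Of the 11 genes of the liver list that were tested, 4 were sex-dependent. Cyp2c11 and Apoh (2.86) were higher in males, and Ttr (−5.53, adjusted p = 0.00127 from limma) and Fgb (−1.35, adjusted p = 0.000353 from limma) were lower; all but Cyp2c11 were named after their values were seen. Liver RNA in the male slices, as the source of the male excess of Cyp2c11 and Apoh, would raise the other liver transcripts together with them. Of the 9 others, 3 were higher in males, and none of these 3 met the adjusted p. They were Apob (1.81, adjusted p = 0.0968 from limma), Alb (0.53) and Serpina1 (0.22). Fga (−0.595, adjusted p = 0.0407 from limma) was lower besides Ttr and Fgb. The lack of a rise of the whole list together argues against liver RNA, although Apob was higher in males. Sex itself stays open, as untested.

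Akr1b7, chosen after its value was seen, had a log2 fold-change of −8.16 (standard error 1.14, adjusted p = 0.00529 from limma) and was well above background on 3 male arrays and 4 female arrays. Adrenal tissue in the female slices was tested with Star and Cyp11b1, whose probes were well above background on 0 female arrays and on 0 male arrays. The 5 adrenal markers that were tested were well above background on every array, none was sex-dependent, and their log2 fold-changes went both ways, between −0.43 for Cyp21a1 and 0.50 for Hsd3b1, with −0.21 for Cyp11a1. This argues against adrenal tissue.

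Neighbours were compared in the gene order of the RefSeq table for 11827 genes, 250 of them sex-dependent. This is a smaller set than the 319 sex-dependent genes among 11893 named genes counted elsewhere. Sex-dependent genes next to each other in it shared their direction in 14 pairs, and 3 pairs had opposite directions. Random gene orders gave a mean of 2.63 pairs of shared direction (permutation test, p = 0.0001, the smallest that 10000 orders can give). Cross-hybridization between tandem copies of one gene family was tested by leaving out neighbours with the same symbol root, and 7 pairs remained, against 2.45 (permutation test, p = 0.012), among them Oat with Nkx1-2 and Pecr with Tmem169, chosen after their values were seen. Such copies therefore may not be the whole source of the pairs, and a shared regulation of neighbours was not tested.

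The paper names Cdkn1a and Ccnd2 as genes that BCL6 inhibits. Cdkn1a had a log2 fold-change of −0.06 and Ccnd2 of 0.096, neither beyond the spread between rats (exact permutation tests, p = 0.6 and p = 0.429). Whether BCL6 represses its targets in the male kidney cannot be told apart from these values, because other regulators of these genes were not measured. Among the listed targets, Socs2, chosen after its value was seen, was lower in males, with −1.16 (adjusted p = 0.00622 from limma). Socs2 also belongs to the list of growth hormone and STAT5 targets, so that its difference cannot be assigned to BCL6.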
